A study of Homo sapiens with 6 samples.

How the data were processed

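The data were array profiles of total RNA from human cancer-associated fibroblasts (CAFs), the activated fibroblasts found in tumor stroma, here cultured from cutaneous squamous cell carcinoma. There were 3 CAF strains, called CAF7, CAF15 and CAF18 in the labels. Each strain was transfected with 100 nM of an antisense oligonucleotide (ASO) that carried locked nucleic acid (LNA) bases and was directed at the telomeric repeat, or with the same dose of a scrambled ASO. The target was TERRA, the long noncoding RNA transcribed from subtelomeres into the telomeric repeat. Cells were collected 48 hours after transfection. The 6 arrays thus formed 2 groups of 3, TERRA ASO and scrambled ASO, and the group and strain of each array were taken from the sample titles.

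Per the file headers, the array was the Clariom D Human array with transcript cluster annotation on the hg38 genome build. Transcript clusters are sets of probes summarised as 1 value per gene or transcribed locus, and are called features here. The authors deposited a log2 signal for 135750 features on each array. The method that summarised and normalised this signal is not stated in the headers or the labels. The log2 scale was taken from the values, which lay between 2.36 and 19.93. The authors also deposited a signed linear fold change, TERRA ASO over scrambled ASO, for each feature. They deposited a p-value for each feature as well, with no adjustment for the number of features. Per the file headers, the fold changes and p-values came from the TAC software, and the test is not named. The number of columns of per-sample values left without a sample was 0. The number of arrays limits the precision of every comparison. No array date or slide was used here, so no batch was tested.

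Gene symbols were those of the deposited table. A symbol was given for 86161 features, of which 80168 had a single symbol and 5993 had several. The single symbols made 75898 distinct names, and 33171 of these (43.7%) matched a symbol or an unambiguous synonym in the RefSeq gene table for the GRCh38.p14 assembly, which is the same build as hg38. Gene class and coordinates came from that table. Many of the other names are automatic names for predicted transcripts.

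The TERRA ASO was compared with the scrambled ASO in limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with version 1.17.8 of data.table), on the deposited log2 values without further scaling or filter. The strain was a block in the model, because both ASOs were given to each strain and the series text sets every silenced culture against its own control. Tests were two-sided, with Benjamini-Hochberg adjustment over all features. A second, descriptive count took features with an unadjusted p under 0.05 and at least a 1.5-fold difference. The pairing comes from the strain names. As a check, the deviations of both arrays of a strain from their group means were correlated across features. The correlation was 0.0684 for CAF7, 0.0906 for CAF15 and 0.256 for CAF18, and among the 67827 features above the median signal it was 0.121, 0.155 and 0.380.

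There were 8 gene lists, covering inflammatory and myofibroblastic CAF genes, the interferon response, p53 targets, the cell cycle, telomere binding and maintenance, YAP targets, and protein-folding and oxidative stress. They shared 1 gene, in the YAP and myofibroblastic lists. Each was tested with limma's camera at a preset correlation between genes of 0.01, on 1 feature per gene symbol (the feature with the highest mean), with Benjamini-Hochberg adjustment over the 8 lists. The median log2 difference of each list was also placed among 10000 random lists of protein-coding genes of the same size, matched on mean signal in 20 bins. The random lists were drawn gene by gene, so they do not carry the correlation between the members of a list. Genes within 1 Mb of a chromosome end were tested with camera in the same way. Distance was counted from coordinate 1 or from the end of the outermost RefSeq gene on the chromosome. The lists, the tests, the alternatives and the rule for named genes were set before the data were examined, except where the text says otherwise.

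The rule for named genes was as follows. Among features with a single symbol that passed an adjusted p of 0.05 and moved the same way in all 3 strains, the 5 with the largest difference in each direction were to be named. Where fewer passed, the places were filled by the smallest unadjusted p in that direction among features moving the same way in all 3 strains. Where a gene had several features, only the one with the highest mean signal was considered. The member of each list with the smallest unadjusted p and the 6 shelterin genes were named in addition.

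The procedure was tested on simulated data with the real features' means, in which 200 of 135750 features were changed. An adjusted p under 0.05 was reached by 0% of the features changed by 1, 2 or 3 on the log2 scale. The unadjusted p with the fold filter found 77.3%, 95.5% and 100% of them. Of 135550 unchanged features, 6717 (4.96%) had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. In the same simulation, camera called the 1 gene list that had been shifted and 0 of the others. The simulated residuals were independent between features, so false calls caused by correlation between the genes of a list could not appear there. With 3 pairs, the smallest two-sided p that an exact sign-flip test of a single value can give is 0.25, so no such test was used.

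The alternatives were a model with no strain block, quantile normalization or median centring of the 6 columns, only features above the median signal, 1 feature per gene symbol, an intensity trend with a robust prior variance, and each strain left out in turn. A minimum of 2-fold was used as a further alternative for the descriptive count. For the lists they were limma's fry, camera with an estimated correlation, and the mean of all features of a gene, and for chromosome ends distances of 0.5, 2 and 5 Mb. Added after seeing the data were the authors' deposited fold changes and p-values, protein-coding genes alone as the background for the lists and the chromosome ends, and the lists without genes within 0.1 of the array maximum on all 6 arrays. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.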

Results

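To examine how silencing of TERRA changes gene expression in fibroblasts of the tumor stroma, 6 Clariom D arrays were compared. They covered 3 strains of CAFs from cutaneous squamous cell carcinoma, each given the TERRA ASO and the scrambled ASO. Every array held a log2 signal for 135750 features. The median log2 signal after the scrambled ASO was 4.81 in CAF7, 4.81 in CAF15 and 4.67 in CAF18. After the TERRA ASO it was 4.76, 4.80 and 4.73. The highest value was 19.93 on all 6 arrays. It was reached by 140 features on at least 1 array and by 75 features on every array, and for the latter no difference could be measured. The level of TERRA itself was not analysed here, so the degree of silencing in each strain does not enter these comparisons.

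Pearson correlations between arrays, across features, lay between 0.941 and 0.964. The correlation between both arrays of a strain was 0.954 for CAF7, 0.953 for CAF15 and 0.961 for CAF18, while the arrays of CAF7 and CAF15 given the TERRA ASO correlated at 0.964. Between 0.744% and 1.04% of features had identical values on any pair of arrays, so no array was a copy of another. The first principal component held 29.2% of the variance and set both CAF18 arrays apart from the other strains. The second held 21.3%, and along it the array given the TERRA ASO lay on the same side of its scrambled control in each of the 3 strains.

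**Figure D1:**
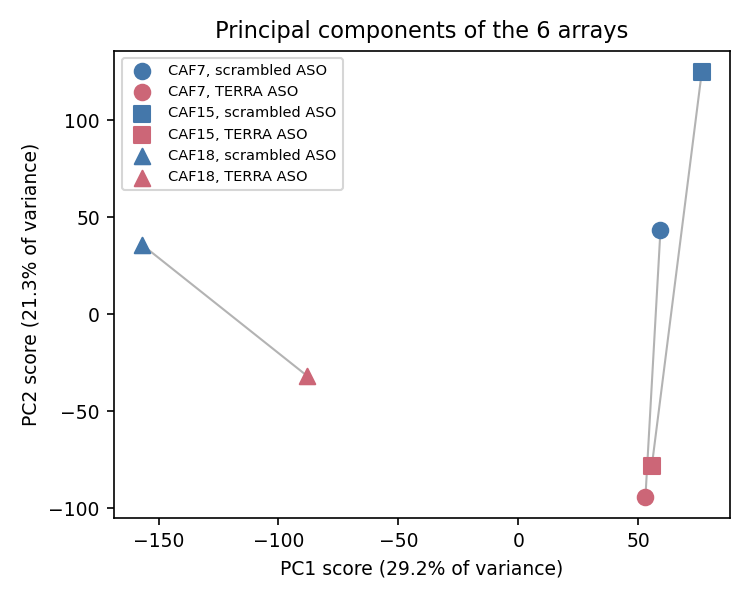
Scores of the 6 arrays on the first (29.2% of variance) and second (21.3%) principal components of all features, in units of log2 signal. Colors show the ASO, marker shapes the strain, and a gray line joins both arrays of a strain; all 3 lines run downward from the scrambled to the TERRA ASO.

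The first comparison asked which features differed between the TERRA ASO and the scrambled ASO within strains. In limma with strain as a block, 0 of 135750 features passed an adjusted p of 0.05, and the smallest adjusted p was 0.726. Unadjusted p-values under 0.05 were found for 9318 features (6.86%), where uniform p-values would give 6787.5 (5%). At p under 0.001 there were 81 features, where uniform p-values would give 135.75. The authors' deposited table, adjusted in the same way, also gave 0 features, with 9441 at an unadjusted p under 0.05. Among the alternative models fitted to all features, the smallest adjusted p fell furthest with an intensity trend and a robust prior variance, to 0.571, with 0 features called. In simulated data of this design with 200 changed features, changes of 3 on the log2 scale also gave 0% of features past the adjusted threshold, so a count of 0 does not exclude such changes.

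All 9318 features with an unadjusted p under 0.05 differed by at least 1.5-fold, so the fold minimum removed none of them. The same held for all 6717 unchanged features with an unadjusted p under 0.05 in the simulation. In this model the fold minimum was therefore no separate filter. Of the 9318 features, 4990 were higher and 4328 lower after the TERRA ASO. A minimum of 2-fold moved this count most, to 2645 features. In all 3 strains 38259 features (28.2%) moved the same way, where independent signs would give 25%.

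**Figure D2:**
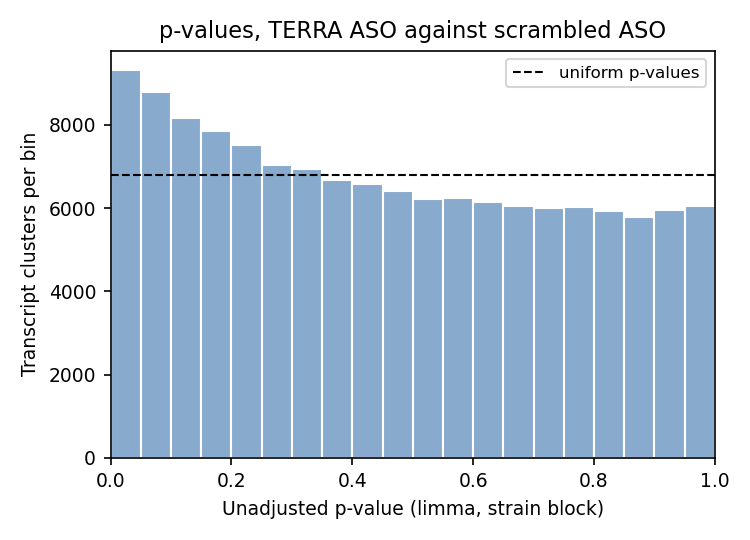
Number of features in each of the bins of unadjusted limma p-value for the TERRA ASO against the scrambled ASO, with the strain as a block. The dashed line marks the 6787.5 features per bin of uniform p-values; the bin nearest 0 holds 9318 and the last bin 6054.

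No feature passed the adjusted threshold, so the named features are those with the smallest unadjusted p that moved the same way in all 3 strains, and all of them had an adjusted p of 0.726 in limma. The features higher after the TERRA ASO were the microRNA gene MIR548U (chromosome 6, 57390132 to 57390212), the 5S ribosomal RNA pseudogenes RNA5SP440 (chromosome 17, 38731802 to 38731920) and RNA5SP99 (chromosome 2, 81496238 to 81496327), and the predicted transcripts sweyfoy and AL137118.1, for which RefSeq gave no position. MIR548U rose from a log2 signal of 5.86 ± 0.21 (SD, n = 3) to 8.02 ± 0.40 (SD, n = 3), a difference of 2.16 with a standard error of 0.25. Differences within the strains were 2.02 in CAF7, 2.08 in CAF15 and 2.38 in CAF18. The log2 difference was 2.20 ± 0.29 (SE) for RNA5SP440, 2.06 ± 0.26 (SE) for sweyfoy, 1.71 ± 0.24 (SE) for AL137118.1 and 1.69 ± 0.24 (SE) for RNA5SP99. The scrambled-ASO signal of sweyfoy, 3.62, was below the array medians, so its difference was measured from near background. Copies of the 5S gene are near-identical in sequence, so the signal of a single 5S pseudogene is uncertain. The features lower after the TERRA ASO were the predicted transcripts fleepubo at -2.86 ± 0.40 (SE), porzuby at -2.01 ± 0.30, blubawbu at -1.95 ± 0.26, roykarby at -1.78 ± 0.27 and guteyby at -1.68 ± 0.25, none of which RefSeq listed. After the TERRA ASO the mean signal of these 5 features was 5.22 for roykarby and between 2.95 and 3.62 for the others, below the array medians.

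Among protein-coding genes, chosen after their values were seen and each represented only by its feature with the highest mean signal, the smallest unadjusted p-values of genes lower in all 3 strains belonged to RRM2, DPP4, KIF18A, DPPA2 and SCARA3. RRM2 (chromosome 2, 10122568 to 10211010), the small subunit of ribonucleotide reductase, fell from 8.96 ± 0.50 (SD, n = 3) to 7.13 ± 0.21 (SD, n = 3), a log2 difference of -1.83 with a standard error of 0.28. Its difference was -2.16 in CAF7, -2.02 in CAF15 and -1.31 in CAF18. DPP4 (chromosome 2, 161992245 to 162074215) differed by -2.07 ± 0.36 (SE), SCARA3 by -1.93 ± 0.37, KIF18A by -1.67 ± 0.30 and DPPA2 by -1.39 ± 0.25. Those higher in all 3 strains were SSU72P8 at 1.61 ± 0.33 (SE), C5orf46 at 1.18 ± 0.28, IFNA7 at 1.12 ± 0.28, GUCY1A3 at 1.08 ± 0.26 and CASC5 at 0.99 ± 0.25. The scrambled-ASO signals of SSU72P8 (4.68), IFNA7 (4.10) and GUCY1A3 (3.74) were also near or below the array medians, and that of CASC5 was 4.86. The signal of DPPA2 after the TERRA ASO, 4.40, was below the array medians as well. RefSeq lists SSU72P8, GUCY1A3 and CASC5 under the symbols SSU72L6, GUCY1A1 and KNL1. Each of these 10 genes had an adjusted p of 0.726 in limma.

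The next comparison took the 8 gene lists. The background matters here, because protein-coding genes as a class lay lower after the TERRA ASO. The median log2 difference was -0.12 over 18179 protein-coding genes and 0 over all 75898 gene features. The class was lower in CAF7 (-0.13) and CAF18 (-0.20), and in CAF15 its median was -0.01, or 0 after median centring. Among the 3438 protein-coding genes with a mean log2 signal above 10, the median was -0.15 in CAF7, -0.17 in CAF15 and -0.27 in CAF18. Among the 1331 with a signal of 4 or less it was -0.08, 0.05 and -0.07. With limma's camera at its preset correlation, 5 lists were lower after the TERRA ASO at an adjusted p under 0.05. None of the 5 calls held after adjustment under fry or under camera with an estimated correlation. In each of the 8 lists the median, the mean and the camera direction had the same sign.

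The cell cycle list stood furthest from the others. All 45 genes were measured, 41 were lower after the TERRA ASO, and 29 were lower in every strain. The median log2 difference was -0.57, with medians of -0.97 in CAF7, -0.67 in CAF15 and -0.41 in CAF18. Camera gave an adjusted p of 6.363e-15. Under fry the p-value from the rotation test was 0.0363 and the adjusted p 0.145, and with the correlation estimated at 0.0868 camera gave an adjusted p of 0.230. None of 10000 matched random lists had a median as low, and 95% of them lay between -0.24 and 0.01. In limma, 21 members had an unadjusted p under 0.05. After adjustment, 7 members passed when adjusted over the list alone, and 0 when adjusted over all features. The differences ranged from -1.85 for PLK1 to 0.26 for CENPF, both named after their values were seen, and MKI67, the gene for Ki-67, was lower in CAF7 and CAF15 and higher in CAF18.

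**Figure D3:**
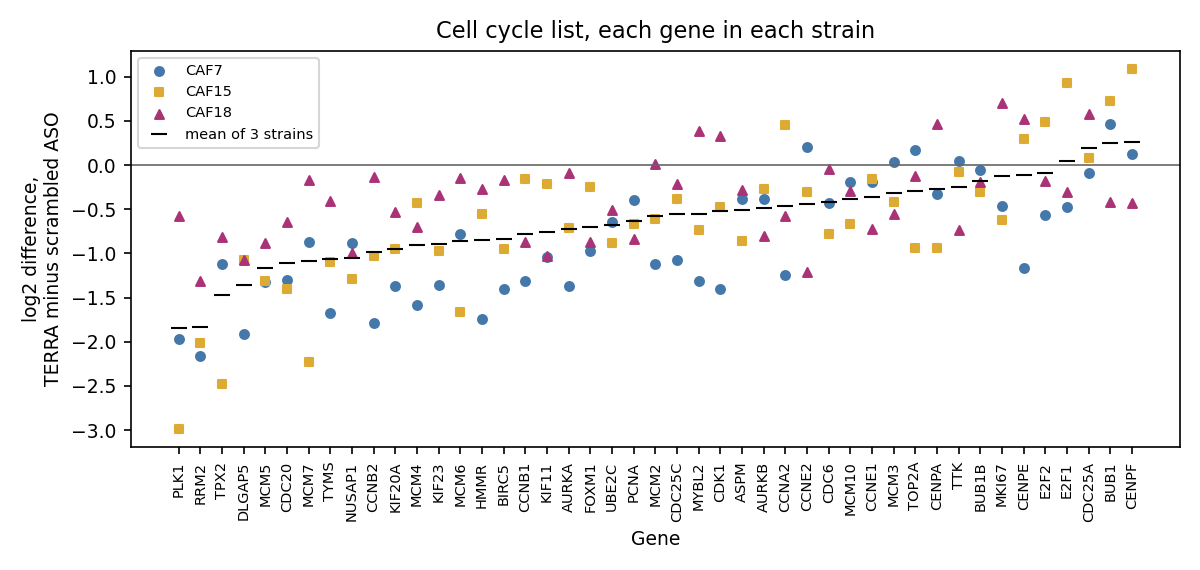
Log2 difference, TERRA ASO minus scrambled ASO, of each of the 45 cell cycle genes in each strain, with genes ordered by the mean of the 3 strains (black dash). Means lie below 0 for 41 genes, and CAF7 (median -0.97) lies lower than CAF18 (median -0.41).

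The interferon list (39 genes) had a median log2 difference of -0.20 and a camera adjusted p of 0.00185, with 28 genes lower. Its median was -0.24 in CAF7, -0.14 in CAF15 and -0.32 in CAF18, and the adjusted p was 0.112 under fry. Its member with the smallest p was DDX58 (RIGI in RefSeq), at -1.11 ± 0.27 (SE). The p53 target list (29 of 30 genes measured) had a median of -0.26 and an adjusted p of 0.00185, with 22 genes lower and BAX foremost at -0.96 ± 0.25 (SE). Its medians were -0.22, -0.10 and -0.62 in the order CAF7, CAF15, CAF18, and without CAF18 the adjusted p was 0.428. The stress list (27 of 29 genes) had a median of -0.17 and an adjusted p of 0.0169, with 22 genes lower and SQSTM1 foremost at -0.71 ± 0.24 (SE). It too rested on CAF18, where its median was -0.51 against -0.09 in CAF7 and -0.08 in CAF15, and without CAF18 the adjusted p was 0.428. The telomere list (34 of 40 genes) had a median of -0.13 and an adjusted p of 0.0169, with 24 genes lower and FEN1 foremost at -1.46 ± 0.32 (SE). Without CAF18 its adjusted p was 0.195. The medians of these 4 lists lay inside the middle 95% of matched random protein-coding lists, at percentiles 12.9 for interferon, 17.0 for p53, 43.8 for stress and 62.8 for telomere genes. Against protein-coding genes alone, a background chosen after seeing the data, none of the 4 passed, and the cell cycle list did at 3.659e-10. Adjusted over the list alone, 0 members of any list other than the cell cycle list passed.

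Neither CAF programme differed past the threshold. The inflammatory list (29 genes) had a median of -0.06 and an adjusted p of 0.399, with CXCL12 foremost at -1.06 ± 0.27 (SE). Its strain medians were 0.06 in CAF7, 0.05 in CAF15 and -0.18 in CAF18, and without CAF18 its camera direction was upward, with an adjusted p of 0.861. The myofibroblastic list (29 of 31 genes) had a median of 0.02 and an adjusted p of 0.461, with FAP foremost at 0.64 ± 0.28 (SE). That median was the value of SPARC, a gene within 0.1 of the array maximum on all arrays, so its size says little. It lay above that of 99.7% of matched protein-coding lists, and against protein-coding genes alone the adjusted p was 0.0470, higher. After seeing the data, 5 genes that near the maximum were left out, and such genes were also removed from the background. The other 24 had a median of 0.095, above 99.99% of matched lists, but against protein-coding genes alone the adjusted p was 0.0543. The strains differed, with medians of 0.06 in CAF7, 0.13 in CAF15 and -0.23 in CAF18, and without the 5 genes of 0.145, 0.21 and -0.305. YAP targets (25 of 27 genes) had a median of -0.13 and an adjusted p of 0.349, with 13 genes lower, 10 higher, 2 at the array maximum on all arrays, and AXL foremost at -0.83 ± 0.26 (SE). The strain medians of the YAP list were 0.10 in CAF7, 0.15 in CAF15 and -0.52 in CAF18. Over the 8 lists, 5 genes were at the array maximum on all 6 arrays, FN1 among them, and their differences of 0 say nothing about their change.

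**Figure D4:**
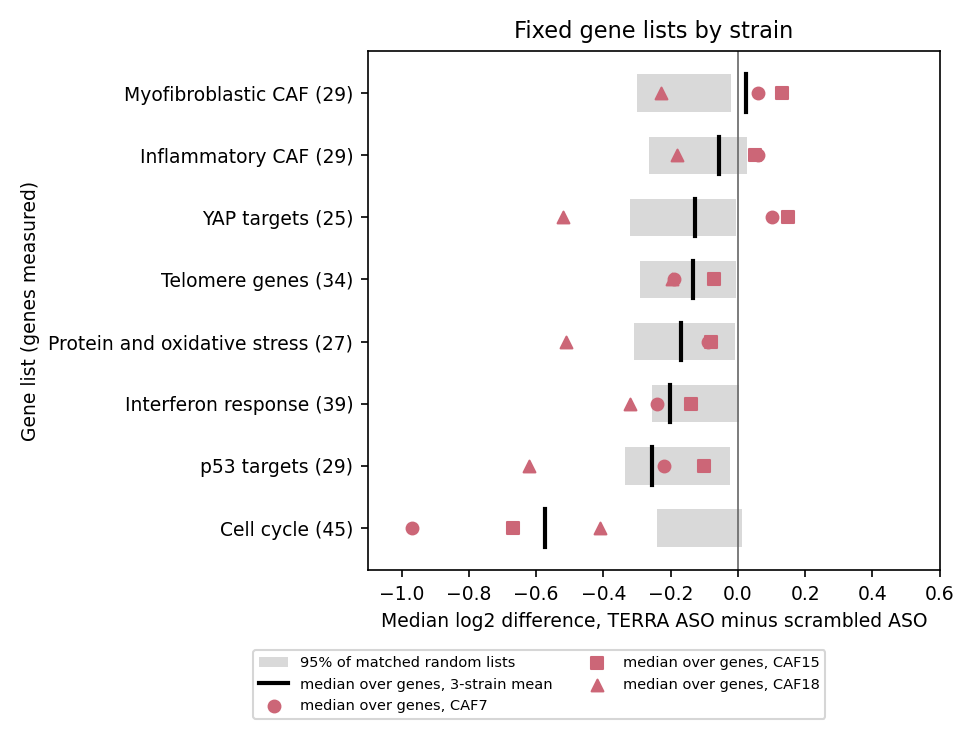
Median log2 difference, TERRA ASO minus scrambled ASO, of the 8 gene lists, with the number of genes measured in parentheses. Markers show the median over genes in each strain, black bars the median over genes of the mean of 3 strains, and gray bands the middle 95% of 10000 matched random protein-coding lists; the cell cycle bar at -0.57 lies below its band, and the myofibroblastic bar at 0.02, the value of a gene near the array maximum, above it.

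Shelterin, the protein complex bound to the telomeric repeat, was examined gene by gene. TERF1 differed by 0.53 ± 0.45 (SE), TINF2 by -0.53 ± 0.26, TERF2IP by -0.38 ± 0.26, POT1 by -0.20 ± 0.28, ACD by -0.14 ± 0.27 and TERF2 by -0.08 ± 0.25. None passed the adjusted threshold, the smallest adjusted p in limma being 0.740 for TINF2, which was lower in all 3 strains. TERF1 moved by 1.58 in CAF7, 0.72 in CAF15 and -0.71 in CAF18.

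The response to the TERRA ASO was then compared between strains, across features, which are not independent replicates. Each strain had its own control, so unrelated responses would give a correlation of 0. Pearson's r was 0.0949 for CAF7 and CAF15, 0.0440 for CAF7 and CAF18 and 0.0596 for CAF15 and CAF18, and Spearman's rho was 0.0943, 0.0496 and 0.0635. Among features above the median signal r was 0.142, 0.0678 and 0.0861. The log2 differences were of similar spread in the strains, with an SD of 0.674 in CAF7, 0.674 in CAF15 and 0.628 in CAF18.

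Because TERRA is transcribed from subtelomeres, genes near chromosome ends were compared with other genes. Of 32804 genes placed on chromosomes 1 to 22 and X, 1032 lay within 1 Mb of an end. Their median log2 difference was -0.04, as was that of the other genes, and camera gave a p of 0.682. The median lay at percentile 19.8 of random gene sets matched on signal. The alternative that moved the p most was a distance of 2 Mb, with a p of 0.423. At that distance the median was -0.05 against -0.03 for the other genes, at percentile 1.31 of matched sets, while at 0.5 and 5 Mb it lay at percentiles 17.6 and 25.01.

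The authors' deposited table listed 7900 features with an unadjusted p under 0.05 and at least 1.5-fold, 4230 higher and 3670 lower. Of the 9318 features called in limma with the strain block, 6572 (70.5%) were among them. Across features, the p-values of the authors' deposited table had a Spearman correlation of 0.9997 with limma's p-values without the strain block and of 0.981 with those of the blocked model. The fold changes of the authors' deposited table had the opposite sign to the difference of group means for 21525 features (15.9%), of which 0 had a deposited p under 0.05. At least a 2-fold change was deposited for 5687 features, and for 3507 of these the group means differed by less than 2-fold.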

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

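The authors' deposited fold changes and p-values, the protein-coding background and the lists without genes at the array maximum were chosen as alternatives only after the data were seen. The other alternatives were planned.

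The count of features past an adjusted p of 0.05 in limma was 0 in all 10 planned models, with smallest adjusted p-values from 0.571 to 0.880 and 7313 to 9922 features at an unadjusted p under 0.05 in the models on all features. This stability says little, since the simulated data gave no such call at these changes either. The descriptive count of 9318 fell to 5574 with features above the median signal only, to 5610 with 1 feature per gene symbol and to 2645 with at least a 2-fold difference. All 3 follow from testing fewer features or asking for a larger difference. Other settings gave 7593 (no strain block), 9332 (quantile normalization), 9514 (median centring), 8997 (intensity trend and robust prior) and 7900 (the authors' deposited table). Leaving out a strain gave 7313 to 8383. The share of higher features was 53.6%, and 52.2% and 53.2% under quantile normalization and median centring. It was 58.7% among features above the median signal, and without CAF18 the split was nearly even, with 4193 higher and 4190 lower. Median centring did not move the mean over strains, because the shifts of the array medians within strains sum to 0.

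The strain block decided 1 call on a gene list. In the model with no replicate block the stress list had an adjusted p of 0.0546 in place of 0.0169, and the cause was not tested. The block changed no other list call and no count by more than 1.5 times.

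None of the 5 list calls held under either other treatment of the dependence between genes. Under fry the adjusted p was 0.145 for the cell cycle, 0.112 for interferon, 0.150 for telomere genes, 0.338 for p53 targets and 0.338 for stress. With camera's estimated correlation it was 0.230 for the cell cycle, 0.230 for interferon, 0.256 for telomere genes, 0.519 for p53 targets and 0.519 for stress. The estimated correlation was 0.277 for p53 targets, 0.101 for stress and 0.0868 for the cell cycle, above the preset 0.01, but -0.0106 for interferon and -0.0207 for telomere genes, below it. A larger correlation is therefore not why the last 2 lost their calls. With an estimated correlation camera also refers its statistic to the 2 residual degrees of freedom of this design, which the preset form does not, and fry tests a list against 0 and not against other genes. How much each of these contributed was not tested. Against protein-coding genes alone the adjusted p was 0.168 for interferon, 0.138 for p53 targets, 0.441 for telomere genes and 0.431 for stress, the cell cycle list kept its call, and the myofibroblastic list passed upward at 0.0470. Here the cause is visible in the values, because the background median moves from 0 to -0.12.

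Leaving out a strain changed 3 list calls, in each case the strain CAF18. The adjusted p ranged from 8.589e-04 to 0.428 for p53 targets, from 0.0182 to 0.195 for telomere genes and from 0.00918 to 0.428 for stress. The cell cycle list passed without any strain (1.316e-13 to 5.780e-09), and so did the interferon list (0.00328 to 0.0322). Among the 3 lists that were not called, the camera direction turned upward without CAF18 for the inflammatory (adjusted p 0.861) and YAP (0.428) lists, and downward without CAF7 (0.975) or CAF15 (0.759) for the myofibroblastic list. Without CAF18 the myofibroblastic list stayed upward, at an adjusted p of 0.0592. Without CAF7 or CAF15 the YAP (0.0735 and 0.127) and inflammatory (0.292 and 0.251) lists stayed downward. Against protein-coding genes alone, the inflammatory (0.540) and YAP (0.680) lists also pointed upward. Scaling, the filter on signal and averaging the features of a gene changed no list call. Nor did leaving out the 7 list genes within 0.1 of the array maximum on all arrays. Against protein-coding genes alone, however, the myofibroblastic list then no longer passed, at an adjusted p of 0.0543, close to the threshold on its other side.

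The named genes tell little about stability. Of their 231 values under 7 alternatives, 100 were identical to the original estimate, nearly all because dropping the block, median centring and the intensity trend leave a mean difference as it is. The 20 features named for moving the same way in all strains could not change sign when a strain was left out. Of the remaining values 3 changed sign, all for shelterin genes whose differences were within their standard errors: without CAF7, POT1 changed from -0.20 to 0.005 and ACD from -0.14 to 0.035, and without CAF18, TERF2 changed from -0.08 to 0.005. TERF1 kept its sign but fell from 0.53 to 0.005 without CAF7. The correlation of responses rose with the filter on signal, to 0.142 for CAF7 and CAF15 and 0.0861 for CAF15 and CAF18, and kept its sign in all settings. Genes near chromosome ends did not pass at any distance or against protein-coding genes alone.

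Signal near background limits these results for dim features. The share of features with an unadjusted p under 0.05 was 3.49% among those with a mean log2 signal of 4 or less. It was 12.4% between 10 and 12, and fell again to 7.32% above 14. The median residual SD was 0.298 at a signal of 4 or less, 0.364 between 4 and 5 and 0.129 above 14. The main model used the same prior SD, 0.359, at every signal. The lower share above 14 may therefore come from the model, and is no sign of background. The comparison of transcripts that contain the telomeric repeat with other transcripts was planned and not run, since transcript sequences were not used here. The alternatives for values on a linear scale were not needed for log2 values.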

Other observations

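The tests with histone genes, with C/D box RNAs, with dim protein-coding genes and with Tukey averages were chosen only after the results they bear on were seen, as were the small RNA classes and the signal minimum of 8. How the tests on olfactory receptor genes, C/D box RNAs, the signal of small RNA copies and the divided telomere list are read was also settled after their values were seen, each time to the more cautious reading.

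Chance cannot be excluded for the comparison as a whole. With the ASO labels exchanged within strains, the 3 pairs make 4 splits, and the share can never fall under 0.05. The real split gave the most features at an unadjusted p under 0.05 and 1.5-fold, so 1 of 4 splits reached 9318; the others, with labels exchanged in 1 or more strains, gave 5042, 6338 and 5518. For each of the 5 gene lists called by camera, 1 of 4 splits, the real one, gave a p as small. With labels exchanged, camera's unadjusted p still ranged from 8.368e-06 to 0.339 for the cell cycle and from 0.00602 to 0.0656 for p53 targets. It ranged from 0.0220 to 0.224 for stress, from 0.0876 to 0.476 for interferon and from 0.110 to 0.989 for telomere genes. Among the uncalled lists the smallest such p was 0.00149, for the myofibroblastic list. A small p from the preset test can thus also arise with exchanged labels. Each such split still leaves all strains but 1 aligned with each other, so it is not free of a response that those strains share. The cell cycle p of 8.368e-06 came with only CAF18 exchanged, the strain with the smallest fall in that list. The splits therefore cannot show how often the preset test gives a small p without an effect.

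Protein-coding genes lay lower as a class, with a median log2 difference of -0.12, while pseudogenes in RefSeq (9468) had a median of 0.11 and long noncoding RNAs (2462) a median of 0. The class median was -0.13 in CAF7, -0.01 in CAF15 (0 after median centring) and -0.20 in CAF18. This fall may account for 4 of the 5 lower lists, because their medians lay at percentiles 12.9 (interferon), 17.0 (p53 targets), 43.8 (stress) and 62.8 (telomere genes) of matched protein-coding lists. It does not account for the cell cycle list, at percentile 0. A candidate explanation for the class itself is less messenger RNA relative to other RNA, which would leave genes with little messenger RNA near 0. The test did not decide it. Protein-coding genes at or below the median signal (4000) had a median of -0.0533, between 0 and that of the class, while olfactory receptor genes, also dim, had a median of -0.13. The fall of protein-coding genes was larger above a mean log2 signal of 10, with a median of -0.19. No biological explanation of the class shift was tested.

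Lower cell cycle genes in all 3 strains may reflect fewer dividing cells, an effect of the TERRA ASO on these genes, or a difference between the transfected cultures such as density, for which no test was run. Fewer cells in S phase would lower histone genes that are expressed with replication. These 72 genes had a median of -0.28, below the middle 95% of matched lists (-0.20 to -0.01), with medians of -0.41 in CAF7, -0.40 in CAF15 and -0.02 in CAF18. The 9 replication-independent histone genes had a median of -0.31, with medians of -0.12, -0.42 and -0.18 in the same order of strains. That lay inside the middle 95% of matched lists (-0.44 to 0.09), at percentile 16.2, whereas the 72 genes lay at percentile 0.01. With a range that wide, 9 genes are too few to show whether the replication-dependent genes fell by more. CAF18 had the smallest fall both in the cell cycle list and in the replication-dependent histone genes. With 1 pair of arrays per strain, a difference between strains was not tested.

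The telomere list could have been lowered by members that follow the cell cycle, such as FEN1. Without 9 such members the remaining 25 genes had a median of -0.17, at percentile 48.6 of matched lists, and the 9 members a median of -0.10. Camera, against all gene features, gave an unadjusted p of 0.0125 for the 9 members and 0.0834 for the rest. The camera values thus go with this explanation and the medians do not, and the full list already lay within the range of matched lists, so the question stays open.

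A pattern outside the gene lists concerned copies of small RNA genes. Of 16 classes of features summarised (transfer RNA genes, with only 2 in RefSeq among the features, were set aside), 5 classes of small RNA transcribed by RNA polymerase III were higher after the TERRA ASO in every strain, also after quantile normalization and median centring. The median log2 difference was 0.28 for 7SL RNA (843 features, 81.7% higher), 0.23 for U6 (1253), 0.22 for Y RNA (808), 0.15 for 5S (471) and 0.14 for 7SK (285). All 5 lay above every matched random set. Those sets were drawn feature by feature, while copies within a class share sequence and may move together. The comparison therefore overstates the evidence. The values argue against differences in the overall signal distribution of the arrays as the cause, since at least 92.7% of each class median was left after quantile normalization. The deposited distributions were already similar, and quantile normalization cannot remove an effect of summarisation confined to a class. Such an effect is not excluded. Genomic DNA carried over would raise genes that fibroblasts do not use, but olfactory receptor genes (398) had a median of -0.13. Those genes lie near the floor of the array, so this does not exclude it. Better recovery of all short RNAs is also open. Bright C/D box RNAs (27 features) had a median of -0.01, but bright H/ACA box RNAs (15 features) had one of 0.43. The copies may report an abundant parent RNA through shared sequence. The difference grew with the signal of the copy in all 5 classes, with a Spearman's rho across features of 0.206 for 7SL, only just above the 0.2 set for the test, to 0.516 for Y RNA. This is not specific to the 5 classes, because rho was also 0.291 for pseudogenes of ribosomal proteins, themselves copies of abundant RNAs, 0.254 for H/ACA box RNAs, 0.233 for mitochondrial pseudogenes and 0.189 for microRNA genes, so the test leaves this explanation open. Pseudogenes of ribosomal proteins (1005) behaved in the same direction, with a median of 0.19, while the ribosomal protein genes themselves (90) had a median of 0.00, and -0.04 after quantile normalization. Spliceosomal small nuclear RNAs other than U6 were not summarised as a class, so whether the rise is specific to transcripts of polymerase III was not tested. A rise of polymerase III transcripts after the TERRA ASO thus stays a hypothesis among several.

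Other classes were looked at without a further test. Features of the mitochondrial genome (22) had a median log2 difference of 0.47, with 0.27 in CAF7, 0.52 in CAF15 and 0.06 in CAF18, which median centring brought to 0. The median over strains lay above every matched random set, though those sets too were drawn feature by feature. MicroRNA genes (1547) had a median of 0.01 and features with no gene symbol (49589) a median of 0.01.

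The responses of the strains resembled each other more among bright features. With a mean log2 signal above 8 (11943 features), r across features was 0.429 for CAF7 and CAF15, 0.268 for CAF7 and CAF18 and 0.294 for CAF15 and CAF18. In these features limma gave 2290 unadjusted p-values under 0.05 (19.2%), and 0 features passed adjustment, with a smallest adjusted p of 0.203.

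The deposited fold changes were not differences of means. Tukey biweight averages of the 3 values per group, with a tuning constant of 5, gave differences within 0.02 of the deposited log2 fold change for 99.3% of features, against 12.5% for group means. Such an average of 3 values gives little weight to the value farthest from the median, which may explain the 21525 opposite signs. Among deposited changes of at least 2-fold, 27 of 5687 (0.475%) had the opposite sign to the group means.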
